# Central role of PD-L1 in cardioprotection resulting from P2Y_4_ nucleotide receptor loss

**DOI:** 10.3389/fimmu.2022.1006934

**Published:** 2022-09-28

**Authors:** Michael Horckmans, Esteban Diaz Villamil, Mariaelvy Bianchini, Lucas De Roeck, Didier Communi

**Keywords:** cardioprotection, cardiac adipose tissue, PD-L1, P2Y receptor, adiponectin, ischemia

## Abstract

A better understanding of the immune function of pericardial adipose tissue is essential to adapt treatments after myocardial infarction. We showed previously that inactivation of mouse P2Y_4_ nucleotide receptor induces adiponectin overexpression and protection against myocardial infarction. We investigated here the inflammatory state of pericardial adipose tissue in ischemic P2Y_4_-deficient mice. We demonstrated that P2Y_4_-deficient mice displayed adipocyte beiging with increased PD-L1 expression and a higher number of regulatory leukocytes in their pericardial adipose tissue after left anterior descending artery ligation, compared to wild type mice. Effectively, a higher level of anti-inflammatory M2c macrophages and regulatory T cells was observed in pericardial adipose tissue of P2Y_4_ KO mice and correlated with reduced post-ischemic expansion of fat-associated lymphoid clusters. Interestingly, the anti-inflammatory effects observed in P2Y_4_ KO mice, were no more observed in P2Y_4_/adiponectin double KO ischemic mice. Finally, the reduction of T cell infiltration and cardiac fibrosis observed in P2Y_4_-deficient heart was lost after injection of anti-PD-L1 blocking antibody in ischemic mice. The present study defines P2Y_4_ as a regulator of PD-L1 and adiponectin, and as a potential target for anti-inflammatory therapies to improve myocardial infarction outcome. The combined effect of P2Y_4_ loss on adipocyte beiging and regulatory leukocyte increase highlights this nucleotide receptor as an important player in post-ischemic cardiac response.

## Introduction

Recent advances in the management of acute myocardial infarction have led to improved cardiac outcomes. However, patients with obesity continue to experience a higher risk of adverse events after myocardial infarction (MI), including recurrent ischemia compared with lean patients, or even death. Despite the adverse outcomes associated with increased adipose tissue volume, patients are not a homogeneous group, with important differences in comorbidities, glucose metabolism, insulin resistance, and other clinical factors. Such differences can markedly alter the risks of individual patients and their potential benefit from various treatment strategies. Highlighting these diverse patient- or treatment-specific adverse outcomes could improve the identification of patients at higher risk and the follow-up after MI. Contrariwise, lower risk patients may prefer and benefit from a more conservative treatment. We have shown previously that aggressive anti-inflammatory strategies reducing neutrophil influx in order to limit acute post-ischemic tissue injury might also inhibit the subsequent healing process (1), illustrating that the cardiac healing response is tightly regulated.

Recently, pericardial adipose tissue (PAT) was identified as an immunologically active organ in which lymphocyte subsets contribute to rapid immune responses with the coordination of immune cell activation within fat-associated lymphoid clusters (FALCs) (2). FALCs are found in almost every adipose tissue, with the highest density observed in PAT (2). FALCs are in direct contact with the adipocytes, and composed by leukocytes, mainly B and T cells (3). MI induces an acute increase of inflammatory cytokines in the circulation and an expansion of lymphocytes in the FALCs. We have shown previously that FALCs and PAT communicate to other tissues as bone marrow to modulate granulopoiesis, and outcome after MI (4). PAT volume is highly associated with the severity of coronary artery disease (5, 6) and can contribute to affect long‐term mortality of patients with systolic heart failure (7). Although recent studies have focused on the possible links between PAT and cardiometabolic diseases, the factors involved are not well identified.

Highly vascularized and innervated, white adipose tissue (WAT) plays a key homeostatic role, not only by warranting energy storage but also as a paracrine and endocrine organ that releases several active substances, such as adiponectin. It has been well established that the consumption of a high-fat diet has many direct effects on adipose tissues. WAT undergoes various cellular and structural remodeling processes, including vascularization and recruitment of inflammatory cells. Appropriate plasticity seems to protect against metabolic and cardiovascular disorders. However, when obesity-associated inflammatory state is sustained, the adaptive homeostatic mechanisms fail, leading to WAT dysfunction, characterized by impaired secretion of adipokines, such as adiponectin. There is evidence that dysfunctional WAT can be balanced by the activation of UCP1^+^ brown adipocytes that can be found among WAT (8). Increasing the number of these adipocytes, called beige adipocytes, has been suggested as a potential therapeutic approach to treat human obesity/diabetes (8–11).

We identified previously a role of nucleotide P2Y_4_ receptor in cardioprotection (12) and PAT formation (13). P2Y_4_ subtype is a UTP receptor in human, originally cloned in our laboratory (14), and equally activated by ATP and UTP in mouse (15). Weshowed that mouse P2Y_4_ inactivation induces protection against myocardial infarction and adiponectin overexpression (12, 13). We decided to investigate here the potential regulation of adipocyte beiging and regulatory leukocyte populations in PAT of P2Y_4_-deficient ischemic mice.

## Materials and methods

### Ischemia *in vivo* experiments: LAD ligation

Adiponectin knockout (KO) mice named B6;129-Adipo^tm1Chan^/J were purchased at JAX, The Jackson Laboratory (Bar Harbor, ME, USA). C57BL/6J P2Y_4_ KO and P2Y_4_/adiponectin double KO mice were generated in our laboratory. We used randomly male and female mice, aged from 11 to 13 weeks. MI was induced by permanent ligation of the left anterior descending coronary artery, as previously described (14, 15). Mice were anesthetized with midazolam (5 mg/kg), medetomidine hydrochloride (0.5 mg/kg) and fentanyl (0.05 mg/kg), intubated, and ventilated with a MiniVent mouse ventilator (Harvard Apparatus, Holliston, MA, USA). Left thoracotomy was performed in the fourth left intercostal space, and the pericardium was carefully incised to maintain the integrity of the PAT. The chest wall and skin were closed with 5‐0 silk sutures (Covidien, Dublin, Ireland). After surgery, naloxone hydrochloride (1.2 mg/kg), flumazenil (0.5 mg/kg) and atipamezole hydrochloride (2.5 mg/kg) were injected to reverse the effect of anesthesia. Postoperative analgesia (buprenorphine, 0.1 mg/kg) was given for the first 12 hours after surgery. There was no significant difference in the low mortality rate for the different types of mice used in the present study, as well as for both male and female mice. The survival rate in ischemic animals was over 90%, 7 days after LAD ligation.

### RNA-sequencing experiments

RNA-sequencing experiments were performed on a pool of RNAs extracted from the PAT of 3 WT and a pool of RNAs extracted from the PAT of 3 P2Y_4_ KO ischemic mice (24h post-MI). RNAs were isolated from freshly harvested PAT using the RNeasy Mini Kit (Qiagen, Hilden, Germany) after cell lysis in TRIzol Reagent Solution (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA). 1μg/50μL of RNA was engaged and the quality was checked using a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). cDNA libraries were obtained using the TruSeq Stranded mRNA Library Prep kit (NuGEN Technologies, San Carlos, CA, USA) following manufacturer recommendations. The multiplex libraries (18pM) were loaded on flow cells and sequences were produced using a HiSeq PE Cluster Kit v4 and TruSeq SBS Kit v3‐HS from a HiSeq 1500 (Illumina, San Diego, CA, USA). Approximately 25 million paired‐end reads per sample were mapped against the mouse reference genome (GRCm38.p4/mm10) using STAR software to generate read alignments for each sample. Annotations Mus_musculus GRC38.87.gtf were obtained from ftp.Ensembl.org. After transcripts assembling, gene level counts were obtained using HTSeq. Genes with CPM >0.5 and a fold change P2Y_4_ KO/WT ≥ 2 or ≤ 0.5 were considered. Gene Ontology enrichment analysis was performed with DAVID software. Enriched biological processes were selected by the software to have a significant (p<0.05) modified Fisher Exact P‐Value, or EASE score.

### Quantitative RT‐PCR experiments

Total mRNAs were extracted through homogenization of PAT of P2Y_4_ KO and WT mice in a glass‐teflon tissue grinder in TRIzol reagent followed by purification with RNeasy kit column. mRNA was reverse transcribed using random hexamers and Superscript II Reverse Transcriptase (Invitrogen, Thermo Fisher Scientific, Carlsbad, CA, USA). RT‐PCR amplification mixtures contained 10 ng template cDNA and primers specific for Ucp1, Cited1, Prdm16, Il33, and Ccl24 synthetized from their corresponding gene sequences. Reactions were run on a 7500 Fast Real Time PCR System (Applied Biosystems, Foster City, CA, USA). qPCR data, expressed as Ct, were normalized for each gene to Rpl32 housekeeping gene to obtain relative expression values.

### Histological experiments on cardiac adipose tissue

PAT from control and ischemic mice were harvested after PFA 4% perfusion. Paraffin cross-sections (5 µm) were cut. Dewaxed sections were incubated with rabbit anti‐UCP1 (Abcam, Cambridge, UK), according to the manufacturer’s protocol. Endogenous peroxidase was blocked with 3% hydrogen peroxide in methanol and incubated with normal rabbit serum (1:75) for 20 min to reduce nonspecific background. The tissue sections were incubated with primary antibodies against UCP1 overnight at 4°C. After incubation with secondary antibody (IgG biotin conjugated (1:200; Vector Laboratories, Newark, CA, USA), enzymatic reaction was performed to reveal peroxidase with Sigma Fast 3,3′‐diaminobenzidine (Sigma‐Aldrich, St. Louis, MO, USA) as substrate. Finally, sections were counterstained with hematoxylin and mounted.

For fibrosis quantification, paraffin cross-sections (8 µm) of infarcted hearts were cut, fixed in Bouin solution (Sigma-Aldrich) and stained with Masson’s trichrome (Sigma-Aldrich), according to the manufacturer’s protocol. Fibrosis area was quantified as the relative area of blue staining (collagen) compared to the left ventricle surface, as an average of three sections per heart at different levels, using ImageJ software.

### Immunofluorescence experiments

Whole-mounted mouse PAT was fixed in 2% PFA, stained overnight with antibodies against Programmed death ligand 1 (PD-L1) (BioLegend, USA) and perilipin (Abcam, UK), then optically cleared with RapiClear 1.47 (SUNJin Lab, South Korea) for 6 hours. Samples were acquired as tile-scan overviews with a Leica Thunder Imager (Leica Microsystems, Germany). For higher optical resolution imaging, 3D image stacks were acquired using a Leica SP8 3X confocal microscope (Leica Microsystems, Germany) equipped with a tunable white light laser. Image 3D reconstructions were generated with Imaris 8 (Oxford Instruments, UK).

Frozen sections of mouse hearts were stained with antibody against CD3 (BD Biosciences, Franklin Lakes, NJ, USA). T cell density was quantified using ImageJ software by examining 10 fields per section at 100x magnification, in a blinded fashion. Sections were counterstained with Hoechst to visualize the entire population of cell nuclei within each myocardial section. For all histological examinations, at least 3 sections per mouse were analyzed.

### Isolation and differentiation of cardiac adipose‐derived stem cells

cADSCs were isolated from the stromal vascular fraction of PAT, as previously described (13). PAT was minced and incubated in collagenase A solution (2.5 g/L collagenase A, 50 μg/ml DNase; Roche, Basel, Switzerland) at 37°C for 45 min. The suspension was fractionated into mature adipocytes and stromal vascular fraction by centrifugation at 500 g for 5 min. ADSCs were cultured for 3 days in proliferation medium (DMEM (Gibco, Thermo Fisher Scientific, Bleiswijk, The Netherlands) containing 3% newborn calf serum and 1% penicillin/streptomycin) and for 7 days in adipogenic differentiation medium (proliferation medium supplemented with 50 μM indomethacin, 1 μM dexamethasone, 0.5 mM isobutylmethylxanthine, and 5 μg/ml insulin). The presence of lipid droplets was revealed by Oil Red O staining (Sigma‐Aldrich, St Louis, MO, USA) and their size was quantified and reported in 4 categories (0-2 µm, 2-4 µm, 4-6 µm and > 6 µm) using ImageJ software.

### Flow cytometry experiments

PAT of control mice or mice subjected to LAD were collected after the sacrifice of the mice and perfusion with PBS to remove peripheral cells. PAT was then finely minced and digested in collagenase A solution (2.5 g/L collagenase A and 50 μg/ml DNase (Roche, Basel, Switzerland)) at 37°C for 45 min. The single cell suspension was rinsed, resuspended in PBS supplemented with 3% FBS and CD16/CD32 Fc‐block (clone 2.4G2; BD Pharmingen, BD Biosciences, Franklin Lakes, NJ, USA) and stained with a mix of fluorochrome‐conjugated antibodies for 45 min on ice. Antibodies used were CD45 (clone 30F11), CD11b (clone M1/70), F4/80 (clone BM8), CD3 (clone 17A2), as well as CD25, Foxp3, CD44, CD62L, CD4, CD8, annexin V for lymphocyte population analysis (all from BioLegend) and CD206 (BioLegend) and MertK (AF591, R&D, Abingdon, UK) for macrophage population analysis. Flow cytometry experiments were also performed using differentiated cADSCs with PD-L1 antibody (BioLegend). Data were acquired on a Fortessa (BD Biosciences, Franklin Lakes, NJ, USA), and analysis was performed with FlowJo software (Ashland, OR, USA).

### Use of anti-PD-L1 blocking antibody

To evaluate the importance of PD-L1 effects in our model, anti-PD-L1 blocking antibody (B7-H1, clone 10F.9G2) (BioXCell, Lebanon, NH, USA) and its control IgG2b,κ antibody were used at different steps of the study. For quantification of T cell in PAT and ischemic hearts, 7 days post-MI, anti-PD-L1 blocking antibody or control antibody (10 µg/g) were injected 1h before LAD ligation and then at days 1, 3 and 5 post-LAD ligation.

### Statistics

All the data obtained are expressed as mean ± SEM, and statistical analysis was performed with GraphPad Prism software (version 6; GraphPad Software, San Diego, CA, USA). Endpoint comparisons between 2 groups were performed using unpaired 2-tailed Student’s *t* test. For multiple comparisons in parallel repeated-measures studies, ANOVA was used with Bonferroni *post-hoc evaluation*. A 2-tailed p < 0.05 was considered as significant.

## Results

### Loss of mouse P2Y_4_ induces beiging of pericardial adipose tissue

To identify target genes in PAT potentially involved in cardioprotection, we performed RNA-sequencing experiments using RNA samples pooled from PAT of 3 P2Y_4_ KO and 3 WT ischemic mice, 24h after left anterior descending coronary artery (LAD) ligation. 

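Pericardial adipose tissue (PAT), the fat depot around the heart, was taken 24 h after ligation of the LAD, which starves part of the left ventricle of blood. RNA from the PAT of 3 WT mice was pooled into 1 library and RNA from the PAT of 3 P2Y4 KO mice into another. Each genotype therefore has 1 library, so that no difference between them has a replicate check. P2ry4, the gene deleted in the KO mice, is not listed in the authors' table, and the labels of the 2 libraries could not be checked against it. The authors mapped paired-end reads to GRCm38.p4 with STAR and counted them per gene with HTSeq. Their deposited values have the form of reads per gene scaled to 20000000 per library and rounded up to whole numbers, for the 23609 genes with at least 1 read in WT PAT. The steps between low values show that 1 read was worth 1.29 in the WT library and 1.34 in the P2Y4 KO library. This gives 15508820 reads in WT and 14885824 reads in P2Y4 KO PAT, the depth used here, beside the paper's approximately 25 M paired-end reads per sample. Genes past the filter had a median of 269 reads in each library. The 100 most abundant genes took 12.9% of the WT reads and 13.5% of the P2Y4 KO reads, led by Fn1 (fibronectin) in WT and Scd1 (stearoyl-CoA desaturase) in P2Y4 KO PAT.

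CPM was computed as the deposited value divided by 20. As in the paper's methods, genes with CPM above 0.5 were considered, here in at least 1 library, which takes 8 reads and leaves 18474 genes. A gene was counted as higher at a P2Y4 KO/WT ratio of at least 2 and as lower at a ratio of at most 0.5. The interval given with a ratio is the exact 95% interval of the reads (Clopper-Pearson, conditional binomial). It covers counting error only and compares these 2 libraries, not the genotypes. Lists of genes of a cell type or process, 53 in all, were fixed before the data were examined, and each is described by its members past the threshold, its median log2 ratio and the percentile of that median among 10000 random lists matched on expression. The percentile describes these libraries and is not a test. Where a count of 5 or fewer members is given, they are named, some of them picked after their values were seen.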

The RNA-sequencing datasets and a complete list of the genes differentially expressed is now available with GEO accession number GSE211768. 

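The largest ratios between the 2 libraries were those of genes of cardiac muscle and of heat-producing fat, most of which were higher in P2Y4 KO PAT. Of the 10 genes with the highest lower bound of the ratio, 8 encode proteins of heart muscle and the other 2, Ucp1 and Cidea, are markers of brown and beige adipocytes. Myh6, the alpha myosin heavy chain of the atria and the adult mouse heart, had 4 reads in WT and 1707 in P2Y4 KO PAT, a ratio of 382 (173 to 1634). Nppa, the atrial natriuretic peptide, had 1 read in WT and 394 in P2Y4 KO PAT (ratio 265, 73.2 to 16254). The troponin gene Tnnt2 reached a ratio of 199 (107 to 549), the Z-disc gene Actn2 122 (33.4 to 7489) and the atrial light chain Myl7 47.3 (32.6 to 73.7). Pln, the phospholamban of the sarcoplasmic reticulum, and Csrp3, a Z-disc protein, each had 2 reads in WT, with ratios of 101 (32.2 to 978) and 101 (32.1 to 974), and Mb, the myoglobin gene, completes the 8. The lipid droplet gene Cidea had 13 reads in WT and 882 in P2Y4 KO PAT, a ratio of 69.8 (41.1 to 133). At the other end stood Trh, which encodes thyrotropin-releasing hormone, with a ratio of 0.0698 (0.0167 to 0.169), the apolipoprotein gene Apoc4 with 0.109 (0.0446 to 0.221) and the neutrophil granule gene Ngp with 0.128 (0.0696 to 0.211). The epithelial genes Evpl (envoplakin) and Krt14 (keratin 14) had ratios of 0.140 and 0.215, and Lipg, the endothelial lipase, 0.185. Klhdc8a, Galnt15, Gprc5a and the zinc transporter gene Slc39a8, at 0.139 to 0.217, were the other genes among the 10 lowest.

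Over all genes past the filter, 1617 (8.75%) were higher in P2Y4 KO PAT, 812 (4.40%) were lower and 16045 (86.9%) lay within a factor of 2. A ratio of 10 or more was found for 80 genes and a ratio of 0.1 or less for 12. The whole interval lay past the threshold for 563 of the higher and 193 of the lower genes, and counting error alone, drawn from 2 equal libraries of these depths, put on average 221 genes above and 247 below the threshold. Without the CPM filter the counts were 2268 higher and 2352 lower. Of these lower genes 919 have 0 reads in P2Y4 KO PAT, while genes with 0 reads in WT PAT are not listed in the table. With the median ratio of the ribosomal protein genes set to 1, which adds 0.20 to every log2 ratio, the share of higher genes among those past the threshold was 80.7% in place of 66.6%.

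**Figure D1:**
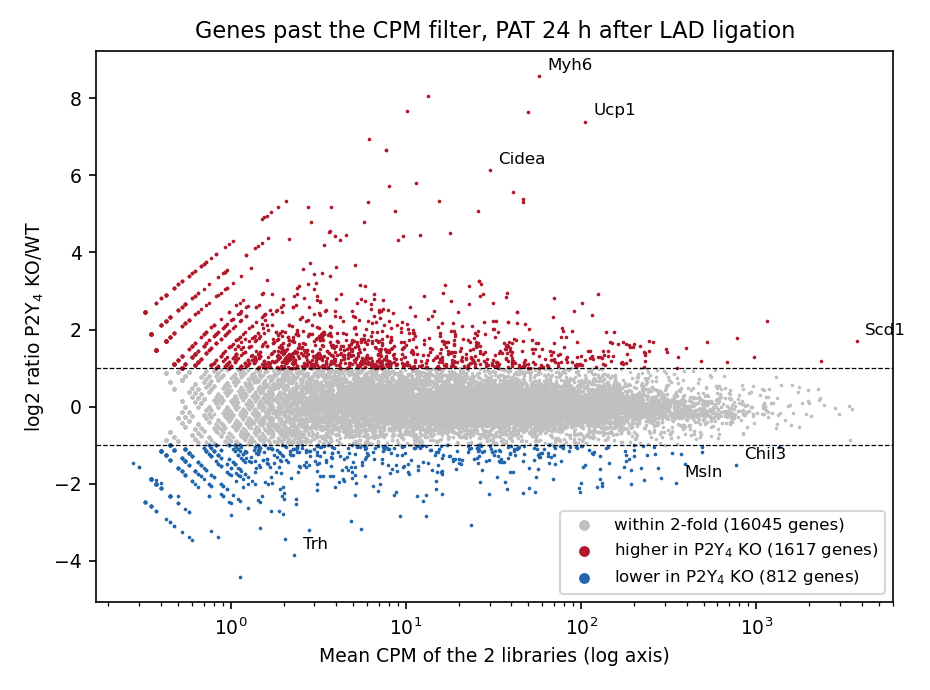
Log2 ratio of P2Y4 KO to WT PAT against the mean CPM of the 2 libraries (log axis) for the 18474 genes past the CPM filter, 1 point per gene. Dashed lines mark ratios of 2 and 0.5, red points the 1617 higher and blue points the 812 lower genes. Rows of points at low CPM are genes with a few reads. Genes with 0 reads in P2Y4 KO PAT are drawn with 3 reads in place of 0.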

We observed that 2268 genes and 1433 genes were respectively, up-regulated or down-regulated in the PAT of P2Y_4_ KO mice with a ratio ≥ 2 or ≤ 0.5, compared to the PAT of WT mice (data not shown). A gene enrichment analysis with DAVID software on the RNA-sequencing data obtained from P2Y_4_ KO versus WT PAT revealed that several biological processes linked to metabolic process, development, immune response and inflammation were enriched (**Figures 1A, B**). **Table 1** includes the differentially expressed genes related to the biological process group “brown fat cell differentiation” displayed in (**Figure 1B**). 

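Most genes of fat synthesis and a smaller share of those of fat oxidation were higher in P2Y4 KO than in WT PAT, regulators of heart development went both ways, and genes of the mesothelium, the cell layer that covers the pericardium, were lower. Of 22 genes of fatty acid and triglyceride synthesis, 17 were higher and none was lower, a share of higher genes 8.83 times that among all genes past the filter (median log2 ratio 1.48, percentile 100). They include the fatty acid synthase Fasn with a ratio of 4.70 (4.57 to 4.83), the acetyl-CoA carboxylase Acacb with 7.07 (6.22 to 8.07) and Thrsp, a regulator of lipogenesis, with 6.43 (5.81 to 7.15). Of 23 genes of fatty acid beta-oxidation, which burns these acids in mitochondria, 10 were higher and none was lower (median log2 ratio 0.96, percentile 100). Among these, Cpt1b, which carries fatty acids into muscle and brown fat mitochondria, had a ratio of 5.06 (3.92 to 6.62) and Acadm 2.71 (2.53 to 2.90). All 34 nuclear-encoded subunits of the respiratory chain had ratios above 1 and none reached 2 (median log2 ratio 0.44, percentile 100). The 14 tricarboxylic acid cycle genes had a median log2 ratio of 0.60 (percentile 100), with Pcx at a ratio of 3.23. In glucose metabolism 6 of 24 genes were higher, led by the muscle enzyme Pgam2 (12.7) and the liver-type glycogen synthase Gys2 (10.9). Of the 13 proteins encoded by the mitochondrial genome none was higher and mt-Atp8 was lower, with a median log2 ratio of -0.17 that turns to 0.03 when ribosomal protein genes are set to a ratio of 1.

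Among 20 regulators of heart development, Heyl, Foxc2 and Sox17 were higher and Tbx18, Tbx20 and Bmp4 lower, with a median log2 ratio of -0.28 (percentile 0.71). Tbx18, a transcription factor of the epicardium, had a ratio of 0.372 (0.322 to 0.426). Among 24 regulators of fat cell differentiation, 5 were higher (Pparg, Ebf2, Zfp423, Gata2, Fgf10) and 6 lower (median log2 ratio 0.24, percentile 97.9, or 0.10 and percentile 72.7 over the members that no other list holds). The lower genes are the preadipocyte gene Dlk1 (0.250) and Wnt10b (0.145), both known as inhibitors of adipogenesis, and Klf4 (0.339, 0.312 to 0.368), Klf5, Bmp4 and Bmp7, known to promote it. Markers of other cell types differed beside these groups. Of 25 cardiomyocyte genes, 23 were higher and the natriuretic peptide gene Nppb was lower (median log2 ratio 5.08), and their summed CPM was 76.6 in WT and 776 in P2Y4 KO PAT. Of 18 endothelial genes, 9 were higher, among them Tie1 (4.40) and Vwf (3.60), and Kdr was lower (median log2 ratio 1.00, percentile 100). Of 14 mesothelial genes 11 were lower and none was higher (median log2 ratio -1.34, percentile 0), with ratios of 0.252 (0.240 to 0.264) for mesothelin, Msln, and 0.242 (0.224 to 0.262) for Krt19. The 16 fibroblast genes had a median log2 ratio of -0.08, or 0.12 on the scale of the ribosomal protein genes, and only Cd34 and Clec3b passed the threshold, both lower.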

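In the immune groups, genes of antigen presentation and of T cells were higher in P2Y4 KO PAT, few macrophage genes passed the threshold, and several neutrophil genes were lower. Of 9 genes of MHC class II presentation, 6 were higher and none was lower (median log2 ratio 1.28, percentile 100). Cd74, the invariant chain, had a ratio of 2.43 (2.37 to 2.49), the class II beta chain H2-Ab1 2.87 (2.76 to 2.99) and their transactivator Ciita 3.42 (2.88 to 4.08). Of 12 dendritic cell genes, 5 were higher (Cd209a, Xcr1, Clec9a, Siglech, Flt3) and none was lower (median log2 ratio 0.92, percentile 99.99). Cd6 (4.32), Cd8a (3.30) and Cd4 (2.21) are among the 9 of 24 T cell genes that were higher, none being lower (median log2 ratio 0.94, percentile 100), at CPM of 5.75 or less for these 3 genes in both libraries. Of 18 B cell genes, Cr2, Fcer2a and Fcmr were higher (median log2 ratio 0.26, percentile 99.1, or 97.2 among random lists not matched on expression), and of 11 plasma cell genes the immunoglobulin heavy chains Ighg2c (7.55) and Ighg2b (3.07) (median log2 ratio 0.40, percentile 99.4). Of 16 pan-macrophage genes, Ms4a7 (4.22), Cx3cr1 (3.30) and Aif1 (2.15) were higher, with a median log2 ratio of 0.33 (percentile 99.96). Of 16 neutrophil genes none was higher, and Ngp, Retnlg (0.275), Ly6g (0.279) and Camp were lower (median log2 ratio -0.32, percentile 0.09).

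Of 28 chemokines, which attract leukocytes, 7 were higher and none was lower (median log2 ratio 0.29, percentile 99.97). Ccl8, a ligand for monocytes and T cells, had a ratio of 5.59 (5.04 to 6.21), the stromal chemokine Cxcl12 3.05 (2.87 to 3.24) and the eosinophil chemokine Ccl11 3.23 (2.63 to 3.97). The 20 genes of the interferon response had a median log2 ratio of 0.44 (percentile 100), with Mx1 at 3.34 and Cmpk2 at 2.37. Of 19 genes of pro-inflammatory macrophages, Cxcl9 (2.75) and Cxcl10 (3.06), both induced by interferon gamma, were higher, and the cytokine Il1b stood at 1.91 (1.84 to 1.99), under the threshold (median log2 ratio 0.51, percentile 100). Of 18 acute-phase genes, 5 were higher (Hp, Orm1, Ptx3, Serpina3n, Lbp) and Saa1 was lower (median log2 ratio 0.11, percentile 96.2, or 0.17 and percentile 98.2 over the members that no other list holds). The Gene Ontology annotation that DAVID reads was not used here, so that these lists stand in for its process groups. The paper states that DAVID found processes linked to metabolic process, development, immune response and inflammation among the differentially expressed genes (Fig. 1A, B), and from these groups it takes up brown fat cell differentiation (Table 1).

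**Figure D2:**
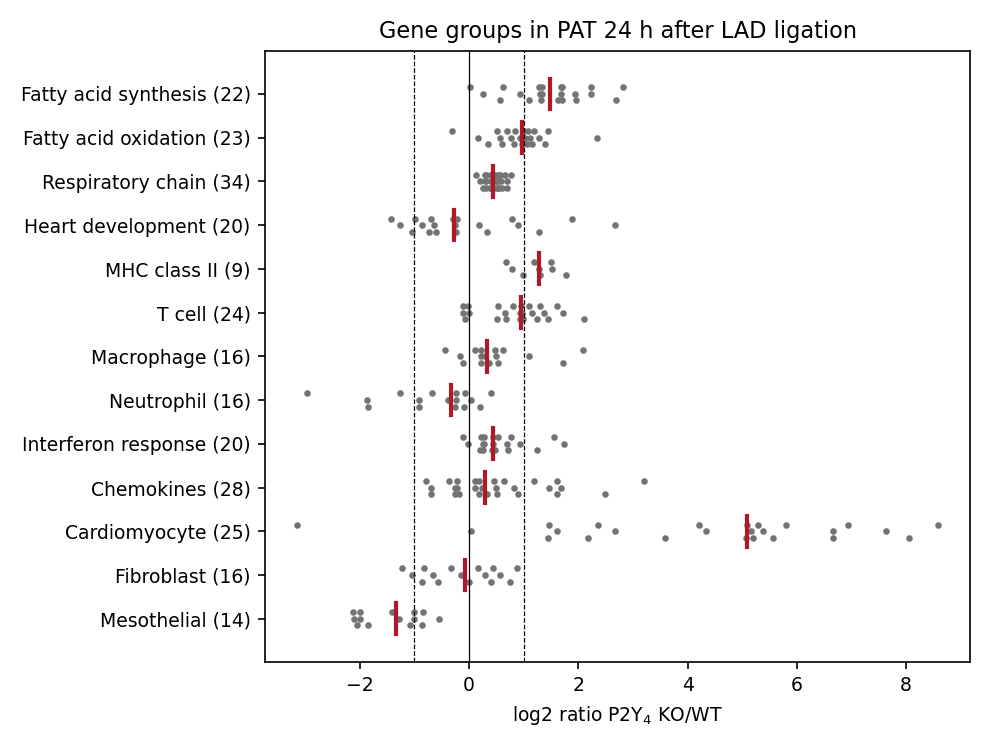
Log2 ratio of P2Y4 KO to WT PAT of each measured gene (grey points) in 13 gene groups, with the number of genes in brackets and the median as a red bar. Dashed lines mark ratios of 2 and 0.5. The medians run from 5.08 for cardiomyocyte genes to -1.34 for mesothelial genes, and that of the fibroblast genes, -0.08, changes sign on the scale of the ribosomal protein genes.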

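Ucp1, the uncoupling protein by which brown and beige adipocytes turn fuel into heat, was far higher in P2Y4 KO than in WT PAT. It had 19 reads in WT (CPM 1.25) and 3128 reads in P2Y4 KO PAT (CPM 210), a ratio of 168 (110 to 285). Prdm16, a transcription factor that drives the brown and beige fat programme, had 57 reads in WT (CPM 3.70) and 132 in P2Y4 KO PAT (CPM 8.90), a ratio of 2.41 (1.76 to 3.35). Cited1, a transcriptional coregulator used as a marker of beige adipocytes, had 1 read in WT and 5 reads in P2Y4 KO PAT. Its ratio of 3.50 has an interval from 0.583 to 246, and its CPM of 0.10 and 0.35 lies under the filter in both libraries, so that a difference was not detectable at this depth. In GRCm38 with the GENCODE M21 annotation, Ucp1 (ENSMUSG00000031710) lies on chromosome 8 from 83290352 to 83298452 on the plus strand, Prdm16 (ENSMUSG00000039410) on chromosome 4 from 154316125 to 154636873 on the minus strand, and Cited1 (ENSMUSG00000051159) on chromosome X from 102247381 to 102252181 on the minus strand. All are protein-coding genes.

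Thermogenic genes as a group, Ucp1 among them, were higher. Of 28 measured genes that brown and beige adipocytes share, 22 were higher in P2Y4 KO PAT and none was lower, a share 8.98 times that among all genes past the filter (median log2 ratio 2.25, percentile 100). The 22 include Ucp1, Dio2, Adrb3, Prdm16 and Ebf2 of Table 1. The study chose these on the same libraries, so their direction is not independent evidence. The fatty acid elongase Elovl3, which is induced by cold, had a ratio of 40.0 (23.4 to 85.2) and the proton channel gene Otop1 39.5 (17.6 to 170). Genes that tell classical brown from beige adipocytes differed less. Of 10 genes enriched in classical brown adipocytes, 5 were higher (Lhx8, Pdk4, Oplah, Ebf3, Epsti1) and Zic1 was lower, with a median log2 ratio of 0.60 (percentile 99.9), or 0.12 (percentile 77.6) over the members with CPM above 0.5 in both libraries. Of 8 genes enriched in beige adipocytes, Shox2, Hoxc8 and Klhl13 were higher and none was lower (median log2 ratio 0.79, percentile 99.2), Shox2 with 1 read in WT and 23 in P2Y4 KO PAT (ratio 15.5, 3.89 to 987). Mature adipocyte genes were higher as well. Of these 30 genes, 19 were higher and Agt, the angiotensinogen gene, was lower (median log2 ratio 1.46, percentile 100), with ratios of 27.6 (12.8 to 78.7) for leptin, Lep, and 3.80 (3.55 to 4.08) for the lipid droplet protein perilipin 1, Plin1.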

Among the genes regulated in P2Y_4_ KO PAT, we decided to focus on up-regulated genes linked to adipocyte beiging, named Ucp1, Cited1 and Prdm16. We analyzed the expression of these beige adipocyte markers in the PAT of P2Y_4_ KO and WT mice by qPCR. We confirmed higher levels of Ucp1, Cited1 and Prdm16 expression suggesting adipocyte beiging in P2Y_4_ KO compared to WT PAT, both in basal and ischemic conditions (**Figure 1C**), and regions showing UCP1 expression were then identified by immunostaining in PAT sections from ischemic P2Y_4_ KO mice (**Figure 1D**).

**Figure 1:**
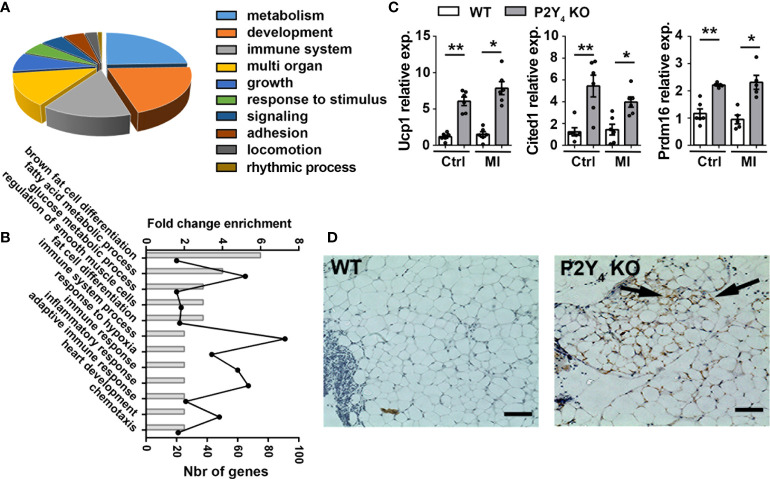
Loss of mouse P2Y_4_ induces beiging of pericardial adipose tissue. **(A)** Representation of the biological processes related to the genes differentially expressed between PAT of P2Y_4_ KO and WT ischemic mice (24h post-MI) in RNA-sequencing experiments. **(B)** Selection of biological processes revealed as enriched for a differentially expressed number of genes (Nbr of genes) between PAT RNA of P2Y_4_ KO and WT ischemic mice, after a Gene Ontology enrichment analyses performed with DAVID software. **(C)** qPCR quantification of Ucp1, Cited1 and Prdm16 mRNAs in PAT of P2Y_4_ KO and WT control (Ctrl) mice or 24h after LAD ligation (myocardial infarction (MI)), normalized to Rpl32 housekeeping gene (n = 6). **(D)** UCP1 staining performed by immunohistochemistry on paraffin‐embedded sections of PAT of WT and P2Y_4_ KO ischemic mice (24h post-MI) and counterstained with hematoxylin/eosin (scale bar = 50 μm). Examples of regions positive for UCP1 staining are indicated by black arrows and images were taken at original magnification 100x. Data represent mean ± SEM. *p < 0.05; **p < 0.01.

**Table 1:** Genes involved in brown adipocyte differentiation and differentially regulated in the PAT of P2Y_4_ KO compared to the PAT of WT mice.

Gene symbol	Gene name	RatioP2Y_4_ KO/WT
Ucp1	uncoupling protein 1 (mitochondrial proton carrier)	168,12
Mb	myoglobin	41,59
Dio2	deiodinase iodothyronine type II	12,33
Adrb3	adrenergic receptor beta 3	7,37
Slc2a4	solute carrier family 2 (facilitated glucose transporter) member 4	5,61
Cited1	Cbp/p300-interacting transactivator with Glu/Asp-rich carboxy-terminal domain 1	3,50
Scd1	stearoyl-Coenzyme A desaturase 1	3,24
Adig	adipogenin	3,17
Pparg	peroxisome proliferator activated receptor gamma	2,84
Fabp3	fatty acid binding protein 3 muscle and heart	2,74
Adipoq	adiponectin C1Q and collagen domain containing	2,69
Gata2	GATA binding protein 2	2,67
Prdm16	PR domain containing 16	2,41
Ebf2	early B cell factor 2	2,26
Nudt7	nudix (nucleoside diphosphate linked moiety X)-type motif 7	2,19
Aldh6a1	aldehyde dehydrogenase family 6 subfamily A1	2,18

List of genes identified in the biological process group “brown fat cell differentiation” after a gene ontology analysis of RNA-sequencing data using DAVID software (DAVID Bioinformatics Resources). 

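Of the 16 genes of Table 1, 15 passed the CPM filter, and all 15 were higher in P2Y4 KO PAT, with a median log2 ratio of 1.51. The study chose this list on these libraries, so its direction is not independent evidence. Mb and Fabp3, which bind oxygen and fatty acids in muscle, are also on the list of cardiomyocyte genes, and without them 13 of 13 were higher. Mb had 34 reads in WT and 1362 reads in P2Y4 KO PAT, a ratio of 41.6 (29.7 to 60.5). Dio2, the deiodinase that activates thyroid hormone in brown fat, had a ratio of 12.3 (6.47 to 28.6) from 9 and 110 reads. Adrb3, the adrenergic receptor through which noradrenaline drives lipolysis and heat production, had a ratio of 7.37 (5.98 to 9.24) and the insulin-responsive glucose transporter Slc2a4 a ratio of 5.61 (4.34 to 7.44). The 3 genes of the list that were most abundant in WT PAT were Scd1, Adipoq and Aldh6a1. Scd1, which makes monounsaturated fatty acids, stood at CPM 1771 in WT and 5741 in P2Y4 KO PAT (ratio 3.24, 3.20 to 3.29). Adipoq, which encodes adiponectin, stood at CPM 124 and 333 (ratio 2.69, 2.55 to 2.84), and Aldh6a1 at CPM 46.6 and 102 (ratio 2.18, 2.00 to 2.39). The other regulators and fat genes had ratios from 2.19 to 3.17, namely Adig (3.17), Pparg (2.84, 2.49 to 3.25), Fabp3 (2.74), Gata2 (2.67, 1.78 to 4.14), Ebf2 (2.26, 1.67 to 3.08) and Nudt7 (2.19, 1.94 to 2.46).

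Beside these genes, 3 of 6 atrial cardiomyocyte genes were higher (Nppa, Myl7, Myl4) and none was lower, Myl4 with a ratio of 39.3 (28.7 to 57.8), with a median log2 ratio of 2.88 (percentile 100), or 0.47 (percentile 96.0) over the members with CPM above 0.5 in both libraries. Of 19 skeletal muscle genes, 10 were higher and none was lower (median log2 ratio 1.00, percentile 99.98), the light chain Myl1 having a ratio of 7.36 (5.44 to 10.3).

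**Figure D3:**
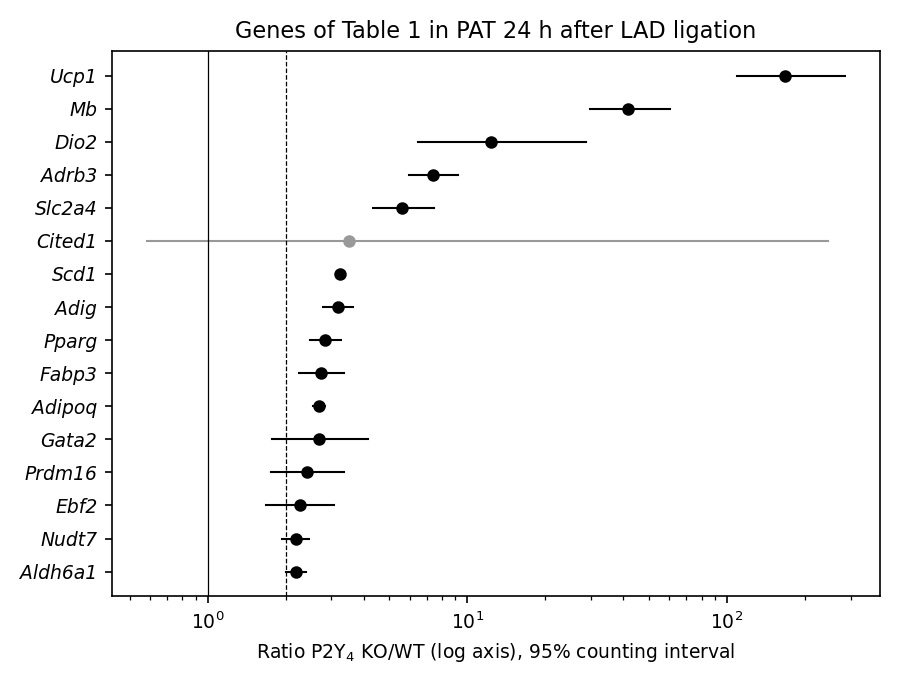
Ratio of P2Y4 KO to WT PAT (log axis) of the 16 genes of Table 1, with exact 95% intervals of the reads as bars, which cover counting error only. Cited1 is drawn in grey because it lies under the CPM filter in both libraries. The solid line marks a ratio of 1 and the dashed line a ratio of 2.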

The ratio refers to the comparison of RNA-sequencing data between the PAT of P2Y_4_ KO versus WT mice, 24h after LAD ligation.

### PD-L1 is a marker of beige adipocytes up-regulated in the absence of P2Y_4_ receptor

PD-L1 is a well-known anti-inflammatory protein, also reported as an activation-independent marker of brown adipocytes (16), which are characterized by small lipid droplets. Cardiac adipose-derived stem cells (cADSCs) were isolated from PAT of WT, P2Y_4_ KO, adiponectin KO and P2Y_4_/adiponectin double KO mice. After 3 days in proliferation medium, cADSCs were submitted to adipogenic differentiation for 7 days in a medium containing 50 μM indomethacin, 1 μM dexamethasone, 0.5 mM isobutylmethylxanthine, and 5 μg/ml insulin, and in the presence or the absence of two browning agents, rosiglitazone (1 µM) and isoproterenol (100 µM) (R+I). Oil red O staining of ADSC cultures showed a classical adipogenic differentiation with the presence of big lipid droplets in control ADSC cultures (Ctrl) of WT, P2Y_4_ KO, adiponectin KO (Adipo KO) and P2Y_4_/adiponectin double KO (DKO) mice (**Figure 2A**). In the presence of R+I, small lipid droplets were observed in the differentiated ADSC cultures, especially in WT and P2Y_4_ KO ADSCs, confirming the browning action of the two agents (**Figures 2A, B**). Lipid droplet size quantification showed that adipocytes differentiated from P2Y_4_ KO cADSCs had more small lipid droplets (0-2 μm), compared to adipocytes generated from WT cADSCs (**Figure 2A**). On the contrary, we observed less small lipid droplets (0-2 μm) in adiponectin KO and DKO cADSCs, compared to adipocytes generated from WT cADSCs (**Figure 2A**). Treatment with rosiglitozone + isoproterenol (R+I) increased the percentage of the smallest lipid droplets (0-2 μm) in all differentiated ADSC cultures, with adipocytes generated from P2Y_4_ KO cADSCs having the highest proportion of small lipid droplets (**Figure 2A**). Furthermore, R+I treatment was used to analyze PD-L1 expression after adipocyte browning (**Figure 2C**). We demonstrated by flow cytometry that PD-L1 expression was higher on adipocytes generated from P2Y_4_ KO ADSCs than from WT ADSCs (**Figure 2C**). Interestingly, small lipid droplets were already observed in P2Y_4_ KO cultures without R+I treatment (**Figures 2A, B**), corresponding to a higher PD-L1 level in P2Y_4_ KO than in WT cultures (**Figure 2C**).

**Figure 2:**
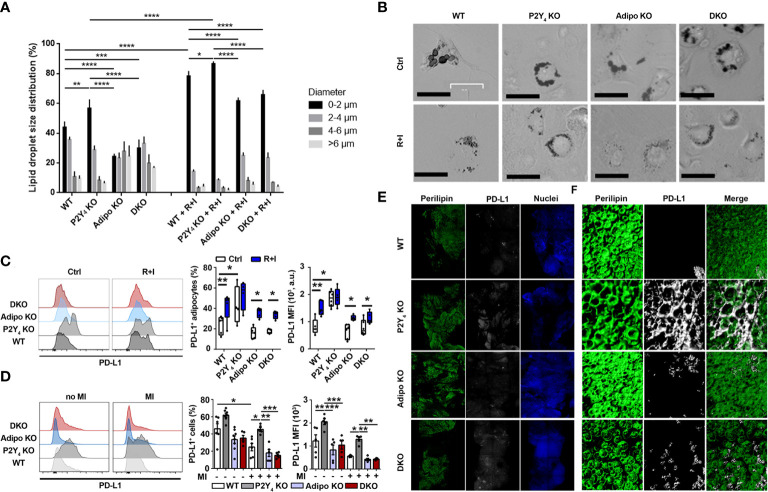
Identification of PD-L1 as a marker of beige adipocytes, upregulated in P2Y_4_ KO PAT. **(A)** Quantification of lipid droplet size in adipocytes generated from WT, P2Y_4_ KO, Adipo KO and DKO cADSCs in the presence or absence of R+I treatment. Quantification was performed using ImageJ software (n = 4). **(B)** Oil red O staining of cardiac adipose-derived stem cells (cADSC) cultures after adipogenic differentiation and after treatment with two adipocyte browning agents, rosiglitazone (1 µM) plus isoproterenol (100 µM) (R+I) (200x magnification). Adipogenic differentiation leads to big lipid droplet appearance in control (Ctrl) cADSC cultures. The additional presence of browning agents (R+I) in the differentiation medium leads to small lipid droplet appearance in cADSC cultures. **(C)** Higher PD-L1 expression in P2Y_4_ KO differentiated cADSCs. Density plots, percentage of PD-L1 positive cells and mean fluorescence intensities (MFI) obtained by flow cytometry quantification of PD-L1 expression in differentiated adipocytes isolated from PAT of WT, P2Y_4_ KO, Adipo KO and DKO mice, with or without R+I (n = 4-6). **(D)** Flow cytometry analysis showing increased level of PD-L1 expression in P2Y_4_ KO PAT. Density plots, percentage of PD-L1 positive cells and mean fluorescence intensities (MFI) detected by flow cytometry in PAT of sham (no MI) or ischemic (MI) WT, P2Y_4_ KO, Adipo KO and DKO mice, 24h post-MI (n = 5-7). **(E, F**). Loss of P2Y_4_ leads to increased PD-L1 immunohistological staining in ischemic PAT. **(E)** Immunofluorescent stainings of perilipin lipid droplet marker, and PD-L1 performed on optically cleared whole-mounted PAT of WT, P2Y_4_ KO, Adipo KO and DKO ischemic mice, 24h post-MI (5X magnification). **(F)** Representative confocal microscopy reconstructions of stained and optically cleared whole-mounted PAT (20X magnification). Data represent mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

In infarcted mice, flow cytometry experiments showed that PD-L1 level was down-regulated 24h after MI in WT mice, but expression level of PD-L1 was significantly higher in PAT of P2Y_4_ KO mice, than in PAT of WT, adiponectin KO and DKO PAT (**Figure 2D**). Immunohistological stainings of perilipin, a lipid droplet marker, and PD-L1 were then performed on whole-mounted PAT of WT, P2Y_4_ KO, adiponectin KO and DKO ischemic mice, 24h post-MI (**Figure 2E**). Confocal microscopy reconstructions of perilipin and PD-L1 stainings were also made at higher magnification on optically cleared whole mounted PAT of ischemic mice, 24h post-MI (**Figure 2F**). PD-L1 expression was much higher in P2Y_4_ KO PAT than in PAT of WT, adiponectin KO or DKO PAT and perilipin/PD-L1 co-staining regions were observed in the ischemic PAT (**Figure 2E, F**).

### Loss of P2Y_4_ receptor induces macrophage polarization in ischemic PAT

We examined the inflammatory response in WT, P2Y_4_ KO, adiponectin KO and DKO mice subjected to LAD ligation. PAT was collected from these ischemic mice to perform flow cytometry experiments, 24h or 7 days after LAD ligation (**Figures 3A-C**). As expected, we observed increased numbers of macrophages (CD45^+^, CD11b^+^, F4/80^+^, Ly6G^-^ and CD19^-^) in PAT in adiponectin KO mice than in WT and P2Y_4_ KO ischemic mice, 7 days post-MI (**Figure 3B**). Overexpression of adiponectin and factors released by beige adipocytes might promote a polarization of macrophages with anti-inflammatory properties in P2Y_4_ KO mice. To investigate this hypothesis, we analyzed macrophage polarization in PAT of mice without MI, or 24h and 7 days post-MI (**Figure 3C**). We observed that M2 macrophages, expressing mannose receptor CD206, a macrophage activation marker, were mainly detected in PAT of mice without MI or 7 days post-MI, whereas M1 (CD206 negative) macrophages were the major population detected after 24h of MI, except in P2Y_4_ KO PAT (**Figure 3C**). Effectively, the negative effect of MI on CD206^+^ macrophage level observed in WT, adiponectin KO and DKO mice, 24 h post-MI, was not observed in P2Y_4_ KO mice (**Figure 3C**). The anti-inflammatory M2c macrophage population characterized by MertK (myeloid-epithelial-reproductive tyrosine kinase) and CD206 expression was also quantified in the PAT of WT, P2Y_4_ KO, adiponectin KO and DKO mice (**Figure 3C**). Interestingly, induction of MI by LAD ligation decreased M2c population in all tested mice but a higher percentage of M2c macrophages was observed in P2Y_4_ KO PAT, compared with WT, adiponectin KO mice and DKO mice, 24h and 7 days post-MI (**Figure 3C**).

**Figure 3:**
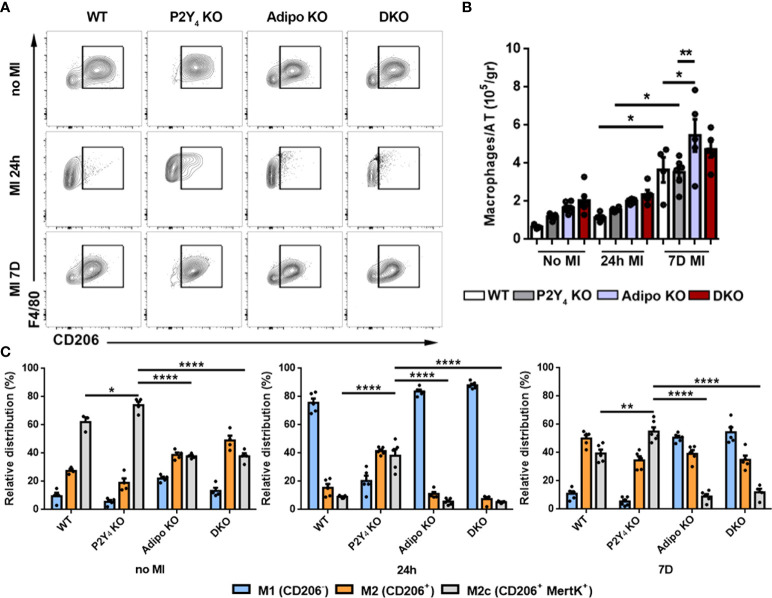
Loss of P2Y_4_ induces anti-inflammatory macrophage polarization in ischemic PAT. **(A)** Flow cytometry data are shown as representative dotplots for F4/80 and CD206, a marker of M2 macrophages, quantified in PAT of WT, P2Y_4_ KO, adiponectin KO (Adipo KO) and P2Y_4_/adiponectin double KO (DKO) mice, without myocardial infarction (no MI), or 24h or 7 days (7D) after LAD ligation. **(B)** Histograms representing increase of F4/80^+^ macrophages after LAD ligation in PAT of WT, P2Y_4_ KO, Adipo KO and DKO mice (normalized to adipose tissue (AT) weight) (n = 4-5). **(C)** Flow cytometry quantification of M1, M2 and M2c macrophage populations in PAT using CD206 and MertK, a marker of M2c anti-inflammatory macrophages. Data are expressed as relative distribution of CD206^-^, CD206^+^, and CD206^+^ MertK^+^ macrophage populations within the PAT, before and 24h or 7D after MI (n = 4-6). Data represent mean ± SEM. *p < 0.05; **p < 0.01; ****p < 0.0001.

### P2Y_4_ receptor regulates post-MI lymphoid cluster expansion and T cell polarization in PAT

To investigate further post-MI leukocyte regulation, we investigated FALCs expansion in P2Y_4_ KO PAT. Hematoxylin-eosin staining of ischemic PAT sections was done to analyze lymphoid clusters and quantify FALCs size in WT, P2Y_4_ KO, adiponectin KO and DKO ischemic mice. FALCs are known to expand in the ischemic PAT after LAD ligation, reflecting the post-ischemic inflammatory response. A reduced amount of large FALCs was detected in P2Y_4_ KO PAT, even before LAD ligation, compared to WT PAT (**Figure 4A**). In contrary, a higher number of large FALCs was observed in adiponectin KO and DKO PAT (**Figure 4A**). Mean FALCs size was quantified in PAT sections of ischemic mice, 24 h and 7 days post-MI (**Figure 4B**). Smaller FALCs were observed in PAT of P2Y_4_ KO mice, compared with PAT of WT mice, and very large FALCs are observed in the absence of adiponectin (**Figures 4A, B**).

**Figure 4:**
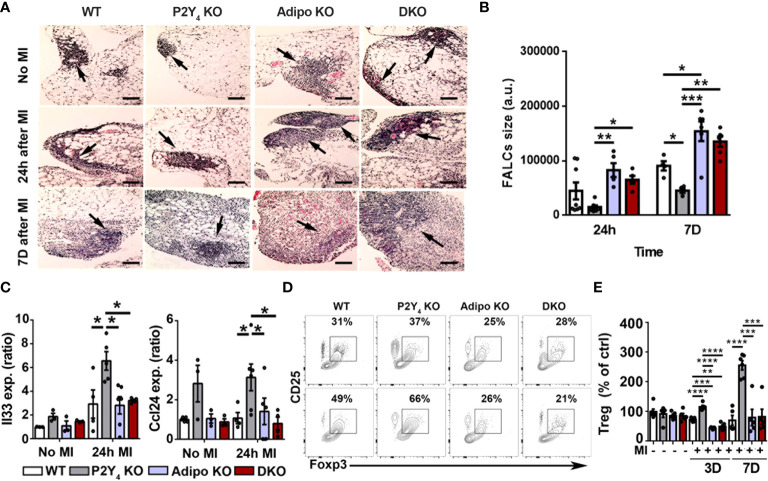
Lymphoid cluster reduced expansion and T cell polarization in ischemic PAT of P2Y_4_ mice. **(A)** Representative pictures of hematoxylin/eosin staining showing FALCs (lymphoid clusters; some are indicated with black arrows) observed in PAT of WT, P2Y_4_ KO, Adipo KO and DKO mice, with or without MI (200x magnification) (scale bar = 50μm). **(B)** Quantification of mean FALCs size detected in PAT 24 hours (24h) or 7 days (7D) after MI (a.u., arbitrary units) (n = 5). **(C)** mRNA level quantification of Il33 and Ccl24 expression in PAT of WT, P2Y_4_ KO, Adipo KO and DKO mice, without MI or 24h post-MI (relative expression normalized to Rpl32 housekeeping gene)(n = 3-6). **(D)** CD25-Foxp3 dot plots representing the gating used for flow cytometry quantification of regulatory lymphocyte population in PAT of mice without MI (upper dot plots) and 7 days post-MI (lower dot plots). **(E)** Percentage of regulatory lymphocytes in WT, P2Y_4_ KO, Adipo KO and DKO PAT from mice without MI, and 3 days (3D) or 7 days (7D) after MI (normalized to Treg level in control (ctrl) WT PAT) (n = 5-6). Data represent mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

We also observed that genes associated with the presence of beige adipocytes and with recruitment and maintenance of regulatory lymphocytes in adipose tissues, such as Il33 and Ccl24, were upregulated in PAT of P2Y_4_ KO ischemic mice compared with WT, adiponectin KO and DKO mice(**Figure 4C**). The overexpression of Il33 and Ccl24 in PAT of P2Y_4_ KO mice is observed after 24h after LAD ligation (**Figure 4C**). To strengthen our findings, we investigated whether macrophage polarization and FALCs size data were correlated with a change in T regulatory (Treg) leukocyte population (**Figures 4D, E**). **Figure 4D** shows CD25-Foxp3 flow cytometry dot plots used for the gating of regulatory lymphocyte population in PAT of mice without MI (upper dot plots) and 7 days post-MI (lower dot plots). Flow cytometry data showed an increased number of regulatory T cells (CD3^+^ CD25^+^ Foxp3^+^) in P2Y_4_ KO PAT, compared with WT, adiponectin KO and DKO PAT, 3 and 7 days post-MI (**Figure 4E**).

### Increased T cell apoptosis observed in PAT of P2Y_4_ KO ischemic mice

To further investigate the importance of PD-L1 in our model, we studied the effect of P2Y_4_ and adiponectin loss, on T cell expansion in PAT, after MI. CD4^+^ and CD8^+^ T cell numbers were comparable in PAT from WT and P2Y_4_ KO mice, 3 and 7 days after MI (**Figures 5A, B**). On the contrary, CD4^+^ and CD8^+^ T cell numbers in PAT were significantly higher in adiponectin KO and double KO ischemic mice than in WT ischemic mice (**Figures 5A, B**). More particularly, CD4^+^ T cell number was increased 3 and 7 days after LAD ligation in PAT from adiponectin KO and double KO ischemic mice, compared with PAT from WT ischemic mice (**Figure 5A**). CD8^+^ T cell number was increased only 7 days after LAD ligation in PAT from adiponectin KO and double KO ischemic mice, compared with PAT from WT ischemic mice (**Figure 5B**).

**Figure 5:**
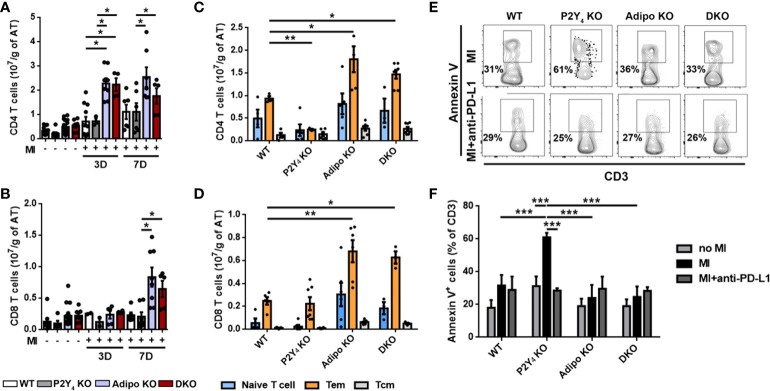
T cell apoptosis is increased in ischemic PAT of P2Y_4_ KO mice. **(A, B)** Flow cytometry quantification of CD4 and CD8 T lymphocytes in PAT of WT, P2Y_4_ KO, Adipo KO and DKO mice, 3 or 7 days (3D or 7D) post-MI, normalized to adipose tissue (AT) weight (g)). **(C, D)** Quantification of naive T cells, effector memory T cells (Tem) and central memory T cells (Tcm) by quantification of CD44 and CD62L in ischemic PAT, 7 days post-MI (n = 5-9). **(E)** Representative flow cytometry dotplots for annexin V^+^ CD3^+^ lymphocytes in PAT WT, P2Y_4_ KO, Adipo KO and DKO mice, 7 days post-MI. Mice were injected intraperitoneally or not, with anti-PD-L1 blocking antibody (10 µg/g) (PD-L1), 1h before LAD ligation then at days 1, 3 and 5 post-LAD ligation. **(F)** Flow cytometry quantification of annexin V^+^ apoptotic T cells in PAT of WT, P2Y_4_ KO, Adipo KO and DKO mice (percentage compared to total CD3 positive cells), 7 days post-MI mice or in sham mice (no MI). Ischemic mice were injected intraperitoneally or not, with anti-PD-L1 blocking antibody (10 µg/g), 1h before LAD ligation, then at days 1, 3 and 5 post-LAD ligation (n = 5-6). Data represent mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001.

We analyzed CD4^+^ and CD8^+^ T cells freshly isolated from PAT, for CD44 and CD62L (L-selectin) co-expression (**Figures 5C, D**). Evaluation of CD44 and CD62L co-expression level is considered as a standard procedure to categorize T cells into memory and naïve phenotypes (17). CD44 is a prominent activation marker distinguishing memory and effector T cells from their naïve counterparts. The CD44^low^ CD62L^+^ population is considered as naïve T cells, the CD44^high^ CD62L^+^ population considered as central memory T cells (Tcm), and the CD44^high^ CD62L^-^ population considered as effector memory T cells (Tem) (17). Naïve T cells, Tem and Tcm were normalized to PAT mass and are shown in **Figures 5C, D**. A significant decrease in CD4^+^ Tem population was significantly observed in PAT of P2Y_4_ KO mice, compared with that observed in PAT of WT mice (**Figure 5C**). On the contrary, a significant increase in CD4^+^ and CD8^+^ Tem level was observed in PAT from adiponectin KO and P2Y_4_/adiponectin double KO ischemic mice, compared with that observed in PAT from WT mice (**Figures 5C, D**). The difference observed in naïve T cell and Tcm populations in WT, P2Y_4_ KO, adiponectin KO and double KO mice were not statistically significant (**Figures 5C, D**).

Interestingly, increased level of Tem lymphocytes has been associated with patients suffering from CAD such as atherosclerosis and myocardial infarction (18). We decided to investigate whether the limited expansion of Tem lymphocytes in PAT of P2Y_4_ KO mice is the result of a proliferation defect or apoptosis, after MI. Ki-67 analysis in T cell populations revealed no significant differences between their proliferation in P2Y_4_ KO and WT PAT (data not shown). To investigate T cell apoptosis, PAT was harvested from ischemic mice after 7 days of MI, and used for flow cytometry analysis using annexin V and CD3 antibodies (**Figures 5E, F**). We observed a significant increase of annexin V^+^ apoptotic T cells in P2Y_4_ KO PAT, compared to WT PAT, whereas apoptotic T cell percentage remained unchanged in PAT of adiponectin KO and DKO mice (**Figures 5E, F**).

To investigate the potential involvement of PD-L1 in T lymphocyte regulation in ischemic PAT after MI, the effect of PD-L1 inhibition was evaluated on the apoptosis of T cells. Mice were injected intraperitoneally with an anti-PD-L1 blocking antibody (10 µg/g), 1h before LAD ligation and at days 1, 3 and 5 post-MI during MI onset. Flow cytometry experiments revealed that PD-L1 blocking antibody abolished the increase in apoptotic T cells observed in PAT of P2Y_4_ KO mice, 7 days post-MI (**Figures 5E, F**).

### Role of PD-L1 in reduced cardiac inflammation and fibrosis observed in P2Y_4_ KO ischemic hearts

The presence of beige adipocytes and regulatory leukocyte populations, as well as reduced FALCs expansion in PAT of P2Y_4_ KO mice, could greatly contribute to protection against myocardial infarction observed in these mice. We decided to analyze T lymphocyte infiltration in the ischemic heart of WT, P2Y_4_ KO, adiponectin KO and P2Y_4_/adiponectin double KO mice, after PD-L1 blockade. The number of cardiac CD3^+^ lymphocytes quantified 7 days after MI, was significantly lower in P2Y_4_ KO hearts than in WT hearts (**Figures 6A, B**). Interestingly, T lymphocyte reduction in P2Y_4_ KO ischemic hearts was no more observed after PD-L1 inhibition by intraperitoneal injection of anti-PD-L1 blocking antibody (10 µg/g), 1h before LAD ligation, and then at days 1, 3 and 5 post-LAD ligation (**Figures 6A, B**).

**Figure 6:**
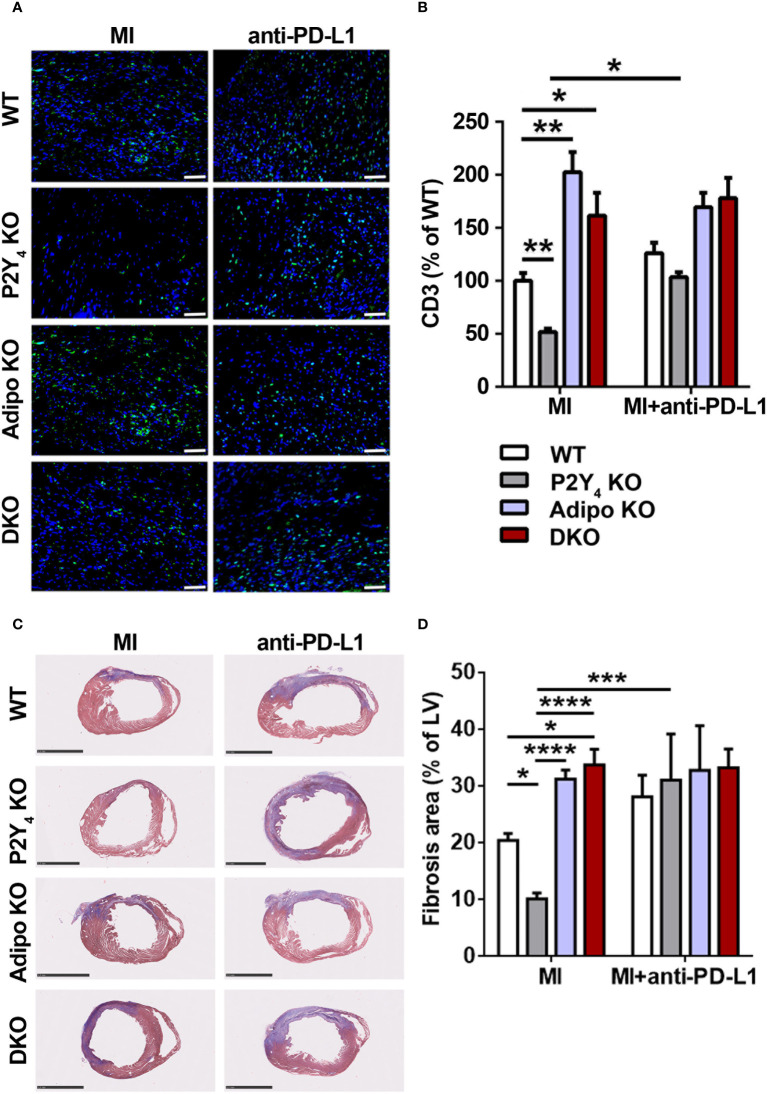
Anti-PD-L1 blocking antibody inhibits the reduction of T cell infiltration and fibrosis observed in ischemic P2Y_4_ KO hearts. **(A)** Representative T cell staining (CD3) in myocardial infarct sections of WT, P2Y_4_ KO, adiponectin KO (Adipo KO) or P2Y_4_/adiponectin double KO (DKO) mice, 7 days after LAD ligation using anti-CD3 (green) and Hoechst in blue (20x magnification) (scale bar = 50μm). Mice were intraperitoneally injected or not (MI), with anti-PD-L1 blocking antibody (10 µg/g), 1h before LAD ligation then at days 1, 3 and 5 post-LAD ligation. **(B)** CD3^+^ cell quantification in representative counting surface/field (0.1 mm^2^) of myocardial infarct sections, 7 days after LAD ligation. Data are expressed as percentages compared to T cell number in WT ischemic mice and obtained using ImageJ software by examining 30 fields per heart at 100x magnification (n = 5-6). **(C)** Representative Masson’s trichrome staining of cardiac fibrosis (in blue) in WT, P2Y_4_ KO, Adipo KO or DKO mice, 7 days after LAD ligation, injected or not with anti-PDL1 blocking antibody (10 µg/g)) (scale bar = 2.5 mm). **(D)** Fibrosis area represents collagen staining in blue quantified by color image analyser ImageJ in left ventricle (LV) and expressed as percentages of total LV surface (2.5x magnification) (n = 5-6). Data represent mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

We also analyzed the effect of anti-PD-L1 blocking antibody injection on cardiac fibrosis by Masson’s trichrome staining of infarcted hearts (**Figures 6C, D**). The reduction in fibrosis area observed in P2Y_4_ KO ischemic hearts, compared with WT ischemic hearts, was no more observed in ischemic hearts of anti-PD-L1-injected P2Y_4_ KO mice (**Figure 6D**). The increase in cardiac fibrosis observed in adiponectin KO and DKO hearts compared with WT hearts, was no more observed in anti-PD-L1-injected adiponectin KO and DKO hearts mice (**Figure 6D**).

## Discussion

The pericardial adipose tissue contains a high density of FALCs that might play a relevant role in regulating cardiac response to ischemia. After myocardial infarction, leukocytes, organized in FALCs in PAT, are generally considered detrimental. They are activated a few hours after onset of MI and contribute to acute tissue injury by promoting neutrophils mobilization from the bone marrow (4). The communication between FALCs and adipocytes and their role in infarct healing has been largely neglected so far.

The quantity of adipose tissue exceeds the normal value during obesity and is considered as a negative marker during cardiovascular events. Although loss of P2Y_4_ was associated previously with an increase in PAT mass, smaller infarcts are observed in P2Y_4_ KO mice, as well as adiponectin overexpression leading to endothelin-1 decrease (14, 15). MI induced expansion of FALCs in PAT of WT ischemic mice (4). Interestingly, we showed here that FALCs expansion is amplified in adiponectin KO ischemic PAT and inhibited in P2Y_4_ KO ischemic PAT, in which mean FALCs size stays at a comparable level to control mice without infarction. We have previously demonstrated that mouse P2Y_4_ receptor, expressed in cADSC and cardiac adipocytes, is a negative regulator of cADSC adipogenic differentiation (15). Our data showed here an increase in beige adipocytes within the PAT of P2Y_4_ KO ischemic mice. Previous studies described the cardioprotective role of beige adipose tissue and reported its effect on metabolism improvement (8, 9). Modulation of cardiac and vascular adipose tissue to increase the proportion of beige adipocytes could be a feasible way to improve local inflammation and reduce cardiovascular risk. However, whereas there are methods to ‘brown’ fat in rodents, few of these can be translated to the human population.

Thanks to the use of P2Y_4_ KO and adiponectin KO mice, we investigated possible interactions between adipocytes and FALCs to regulate post-MI inflammatory response. Among positive markers of beige adipocytes such as UCP1, their expression of PD-L1 was not yet demonstrated. However, PD-L1 was reported as a marker of brown adipose tissue (16). We identified PD-L1 expression in cultures of cardiac adipocytes obtained after cADSC adipogenic differentiation. Their stimulation with rosiglitazone plus isoproterenol is known to induce browning of adipocytes, characterized by small lipid droplets, and increased their expression of PD-L1. *In vitro* data showing higher PD-L1 expression in P2Y_4_ KO than in WT adipocyte cultures were correlated with more pronounced *in vivo* PD-L1 expression in P2Y_4_ KO ischemic PAT than in WT ischemic PAT.

After an acute inflammatory phase mainly driven by neutrophils and pro-inflammatory M1 macrophages, these leukocytes are replaced by reparative M2 macrophages, which facilitate wound healing and regeneration by promoting myofibroblast accumulation, collagen deposition, and angiogenesis. A proper inflammatory response involves accurate clearance of dead cells, which is a prerequisite for favorable MI healing. In post-MI repair, macrophages expressing M2c marker MertK play a crucial role in the clearance of cell debris (1). The present study reveals that anti-inflammatory M2c macrophage polarization is induced in the PAT of P2Y_4_ KO ischemic mice.

The identification of macrophage polarization in P2Y_4_ KO PAT from a pro-inflammatory M1 phenotype to an anti-inflammatory M2 phenotype is very promising. M2c macrophages are involved in various pro-regenerative functions. Interestingly, increased presence of another anti-inflammatory leukocyte population, Treg, was also observed in ischemic P2Y_4_ KO PAT. Adipose tissue has already been described as a reservoir of Foxp3^+^ regulatory T cells (19). These cells are abundant in the visceral adipose tissue of normal diet mice, but their proportion is greatly reduced in insulin-resistant animal models of obesity (19). The depletion of Treg cells leads to a pro-inflammatory visceral adipose tissue state and the worsening of metabolic control in obese mice (19). Matarese et al. explained the dramatic reduction in Treg cells in visceral adipose tissue of obese individuals by the inhibitory effect of leptin on Treg cell proliferation (20). Supernatants of M2c macrophages can robustly induce Foxp3 expression in human CD4 T cells having immunosuppressive activity (21). Our data support that adipocytes are crucial regulators of the microenvironment driving leukocyte polarization and regulating adipose tissue inflammatory state.

Adiponectin can prime human monocyte differentiation into anti-inflammatory M2 macrophages (22). In addition, it has been demonstrated that adiponectin-treated antigen-presenting cells can promote Treg cell expansion *via* the PD-1/PD-L1 pathway (23, 24). Effectively, adiponectin can reduce costimulatory molecules and MHC II, and increase PD-L1 expression on dendritic cells, which impairs their stimulatory capacity (23). AdipoR1 activation by adiponectin in murine Tregs can also mediate the release of IL-10 (25), which is required for PD-L1 expression on Treg (26).

Tumor cells evade immune surveillance by upregulating the surface expression of PD-L1, which interacts with programmed death-1 (PD-1) receptor on T cells to elicit the immune checkpoint response. Our data support that increased expression of PD-L1 in fat depots, preferentially beige adipose tissue, might contribute to the accumulation of Treg cells observed in P2Y_4_ KO ischemic PAT. The accumulation of Treg cells in adipose tissue is dependent on a combination of cytokine expression in the microenvironment (27). Relevant cytokines involved in Treg activation and recruitment are elevated in P2Y_4_ KO mice after MI, such as IL33 that stimulates Treg cells and regulates T cell expansion to reduce the formation of atherosclerosis plaque (28). In cardiac xenotransplantation, IL33 prolongs transplant survival time by increasing the number of myeloid-derived suppressor and Treg cells (29). Interestingly, our data showed that the levels of M2c, Treg cells and IL33 are higher in the PAT of P2Y_4_ KO ischemic mice than in the PAT of WT ischemic mice. The cardioprotective role of Treg cells in heart disease was demonstrated using T cell adoptive transfer experiments to protect the heart against MI in mice (30). Although a certain amount of T cells is required for cardiac healing and priming of myofibroblasts in the infarct area, excessive cardiac T cell influx may promote an unfavorable remodeling process (31).

We investigated further the involvement of PD-L1 in the cardioprotection and reduced cardiac inflammation observed in P2Y_4_ KO mice. Overexpression of PD-L1 in P2Y_4_ KO PAT could explain reduced post-ischemic FALCs expansion and lower leukocyte recruitment to the infarcted heart. P2Y_4_ KO and adiponectin KO mice were intraperitoneally injected with a blocking antibody against PD-L1 during MI onset to perform an analysis of ischemic hearts after 7 days. Flow cytometry experiments revealed that anti-PD-L1 neutralizing antibody totally inhibited the increase of apoptotic T cells observed in FALCs of ischemic P2Y_4_ KO PAT. We also demonstrated a lower number of effector memory T lymphocytes (Tem) in P2Y_4_ KO FALCs. Tem lymphocyte increase has been identified in patients suffering from CAD such as atherosclerosis and myocardial infarction (18). Interestingly we observed that the intraperitoneal injection of anti-PD-L1 blocking antibody was sufficient to abolish the reduction of T cell infiltration observed in P2Y_4_ KO infarcted hearts, 7 days post-MI. Moreover, the reduction in fibrosis area observed in P2Y_4_ KO ischemic hearts, compared with WT ischemic hearts, was no more observed in ischemic hearts of anti-PD-L1-injected P2Y_4_ KO mice, supporting the injection can abolish the cardioprotective effect linked to P2Y_4_ loss. We conclude that overexpression of PD-L1 and adiponectin in P2Y_4_ KO ischemic mice is able to reduce post-ischemic cardiac inflammation.

Our novel findings showing that reduced inflammation was lost in P2Y_4_ KO mice after PD-L1 inhibition during MI onset highlight a determinant role of PD-L1 in the modulation of post-MI outcome and thus protection against myocardial infarction in these mice. The data obtained by parallel use of P2Y_4_ KO, adiponectin KO and P2Y_4_/adiponectin double KO mice in the present study support the importance of adiponectin overexpression in the anti-inflammatory effects resulting from P2Y_4_ loss. Reduced FALCs expansion in PAT, as well as lower cardiac inflammation, observed in P2Y_4_ KO ischemic mice, were not observed in P2Y_4_/adiponectin double KO ischemic mice.

The present study reinforces the notion that adipocytes have previously escaped recognition as important inflammatory regulators, and illustrate the communication between FALCs and PAT. We previously pointed out the importance of this communication to modulate granulopoiesis, and outcome after MI (4). The regulation of adiponectin and PD-L1 operates during cardiac inflammation and can integrate crucial effector mechanisms, limiting myocardial infarction and its complications.

In conclusion, a better knowledge of complex cardiac immune regulations under homeostatic and pathophysiological conditions might further enhance our understanding of cardiac stress responses to severe events such as an acute MI. There are pathophysiological arguments and clinical findings in the cardiovascular field supporting the inclusion of anti-inflammatory medications in the therapeutic arsenal against myocardial infarction. The present study could lead to new approaches for more targeted and better balanced anti-inflammatory therapies to improve MI outcome.

## Data availability statement

The RNA-seq data presented in this study are deposited in the GEO repository, accession number GSE211768, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211768.

## Ethics statement

The animal study was reviewed and approved by CEBEA (Commission d’éthique du bien-être animal), Free University of Brussels (current approved protocols 659N and 714N).

## Author contributions

MH and DC designed research study and analyzed data. MH, EDV, MB, and LDR conducted experiments and acquired data. MH and DC wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by Research Project and Research Credit of the Fonds National de la Recherche Scientifique of Belgium (J.0060.18 CDR grant), by an ATIMI (Attract Brains for Brussels, Belgium) grant of Innoviris Brussels (2019-BFB-106 ATIMI grants), by the Fonds pour la Chirurgie Cardiaque, by the Fund Lokumo, King Baudouin Foundation, Belgium (2017-B7131100-207336 grant), by the Deutsche Forschungsgemeinschaft grants SFB1123/Z1 and INST409/150-1FUGG and by the Fonds et Crédit d’Encouragement à la Recherche (F.E.R./C.E.R., Free University of Brussels (U.L.B.)). MH was supported by ATIMI (Attract Brains for Brussels, Belgium) grants of Innoviris Brussels. EDV was supported by the F.R.I.A., Fonds National de la Recherche Scientifique, Belgium. LDR is supported by U.L.B., Belgium. DC is Senior Research Associate of the Fonds National de la Recherche Scientifique (F.N.R.S.). The funders had no role in study design, data collection and analysis, decision to publish, or preparation of the manuscript.

## Acknowledgments

The authors thank Frédérick Libert for technical advice and help related to RNA-sequencing experiments.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

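PAT was sequenced from mice 24 h after LAD ligation, as 1 library of RNA pooled from 3 WT mice and 1 library of RNA pooled from 3 P2Y4 KO mice. The libraries were grouped by genotype as the sample labels and the paper's methods both give it, and the only comparison is P2Y4 KO against WT PAT. P2ry4 itself is not listed in the table, so the labels could not be checked by the deleted gene. With 1 library per genotype there are no replicates, and no p-value, SD or test across samples is given.

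The paper's methods and the submitters' processing notes name Trimmomatic, STAR and HTSeq with GRCm38.p4 (mm10) and the annotation of Ensembl release 87. The versions of these tools, the strand setting and the treatment of reads that overlap several genes are not given in the sources used here. The deposited signal per gene has, by its values, the form of reads scaled by the authors to 20000000 per library and rounded up to whole numbers, a step that the paper's text does not describe. The deposited totals are 20009847 for WT and 20003048 for P2Y4 KO PAT. The authors also deposited the P2Y4 KO/WT ratio of each gene, which equals the quotient of the 2 values in all 23609 listed genes, and a table of the 3701 genes they call regulated. The lowest value in WT is 2, the value of 1 read, so genes with reads in P2Y4 KO PAT alone are not listed in the table and not analysed here.

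From the steps between values, the reads behind each value were recovered. A value counts as fitting when it equals a whole number of reads times the value of 1 read, rounded up, with no tolerance. This held for 99.89% of the WT values and 99.84% of the P2Y4 KO values, and the listed genes hold 15507054 and 14879283 reads of the fitted depths of 15508820 and 14885824. The design had been written for counts or CPM and the values turned out to be scaled and rounded reads. CPM was therefore the deposited value divided by 20, and the recovered reads were used for the intervals and for the choice of genes by interval bounds. No count model was fitted. A ratio was computed from the deposited values with no pseudocount, and for a library with 0 reads a list used 3 reads in place of 0.

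Genes with CPM above 0.5 in at least 1 library were considered, since the paper's text does not say which library has to pass, and a ratio of at least 2 or at most 0.5 was the paper's threshold. Ratios have exact 95% Clopper-Pearson intervals, conditional on the reads of both libraries. They cover counting error only, not differences between mice, dissections or library preparations. For each of 53 gene lists, which hold 902 genes, the measured members past the threshold, the median log2 ratio and its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins, were computed. Lists past percentile 97.5 or under percentile 2.5 are spoken of as standing apart. Most lists lie past percentile 97.5, some with small medians, so that this mark separates groups poorly. Examples are the genes of CD206-positive macrophages (median log2 ratio 0.30, percentile 99.9) and the immediate early and heat shock genes (0.18, percentile 98.7). The Gene Ontology annotation used by DAVID was not used here. Reactome pathways were described in the same way, over 857 pathways with 10 to 200 measured genes, and 14486 (78.4%) of the genes past the filter could be matched to an identifier in that collection.

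The genes named follow a rule fixed with the lists before the data were examined. It takes every gene of Table 1 and every other gene the paper names, the 10 genes with the highest lower bound and the 10 with the lowest upper bound among genes with a standard symbol, up to 4 members of each list with the bound farthest from 1, and all members of the lists of purinergic, sex-specific and checkpoint genes. The values of Table 1 and the directions in Fig. 1C and Fig. 4C had been seen when the rule was written. Members that make up a count of 5 or fewer in a list are named besides, picked after their values were seen. The values of some single list members are not reported here. Coordinates are from the GENCODE M21 annotation of GRCm38. Genes with near-identical copies, such as immunoglobulin segments, hemoglobin genes and genes with processed pseudogenes (Krt8, Krt18, Rpl32), can share reads and are less certain.

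The alternatives set before the data were examined were other filters (CPM above 0.5 in both libraries, mean CPM above 0.5, CPM above 1, no filter), other scalings (TMM normalization, median-of-ratios size factors, the library total without the 100 most abundant genes, the median ratio of 86 ribosomal protein genes set to 1), 0.5 CPM added to both libraries, the whole interval past the threshold, standard symbols only, and the totals without cardiac and skeletal muscle genes. For lists, unmatched random lists, members with CPM above 0.5 in both libraries and members of no other list were also tried. Added after seeing the data were the recovered reads in place of the values, and no CPM filter with at least 1 read in both libraries. The count of genes, the recovery of reads and the intervals were tested on simulated data with 23609 genes at the depths of this comparison, of which 200 were changed by a fold of 4, 100 in each direction. In that simulation 100% of the higher and 95% of the lower genes were found, and 100% of the reads were recovered exactly. The simulated values were scaled and rounded up as the recovery assumes, so that this does not test the form of the deposited values. Of the intervals of unchanged genes, without those with very few reads, 96.0% held the true ratio. The intervals of changed genes were not checked. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.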

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

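The 2 second gene lists below were written before their own values were seen, but after the patterns were known, and the tests on chamber genes, on adipocyte, brown and beige genes and on fibroblast genes were chosen only after the result was seen. The second mesothelial list replaced an earlier test that ran on the genes of the pattern, and a test on the genes of Table 1 was dropped because the study chose them by their ratio in these libraries. Except for the thermogenic genes, which the paper discusses, what follows are signals in gene groups that the paper does not report on in these libraries, with a median at least 2-fold away from 1 and beyond the range of 95% of random lists.

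The cardiomyocyte genes (median log2 ratio 5.08) were higher in the P2Y4 KO library. Of 6 atrial cardiomyocyte genes, 3 were higher (Nppa, Myl7, Myl4), and these are also on the cardiomyocyte list. The log2 ratios of Gja5 (0.47), Tbx5 (-0.64) and Dkk3 (-0.67) did not pass the threshold. The atrial median of 2.88 fell to 0.47 (percentile 96.0) over the members with CPM above 0.5 in both libraries. A second list of cardiac muscle genes had a median log2 ratio of 3.25, with 14 of 17 measured genes higher and none lower (Ankrd1 7.14, Myom2 40.5), which is consistent with cardiac muscle RNA in the P2Y4 KO pool. Muscle of the ventricle wall is argued against, since Myl2, Myl3, Nppb and Hey2 together had a CPM of 1.95 in P2Y4 KO PAT, 0.988% of the CPM of 197 of the atrial genes Nppa, Myl7 and Myl4. Whether atrial or venous muscle came with the fat at dissection, or differs with the genotype, stays open and untested, because each genotype has 1 pool.

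Thermogenic genes and the genes of Table 1 were higher in the P2Y4 KO library, and so were genes of mature adipocytes. Of 27 thermogenic genes outside the adipocyte list, 13 had an interval wholly above 3.29, the upper quartile of the ratios of 25 adipocyte genes outside the thermogenic list and Table 1, and 12 had a ratio at or below it, so that for these genes more adipocyte RNA and a thermogenic programme cannot be told apart. The lower bound of Ucp1, 110, lies above 78.7, the highest upper bound of those adipocyte genes (Lep, ratio 27.6), and that of Cidea, 41.1, does not, but as the highest genes of the list these do not decide for the others. Brown adipose tissue in the pool and beige adipocytes cannot be told apart, because the median log2 ratio of the classical brown genes minus that of the beige genes was -0.19, within the larger interquartile range of the 2 lists of 1.36. The 27 thermogenic genes include Ucp1, Dio2, Prdm16 and Ebf2 of Table 1, which the study chose on these libraries. Cardiac muscle RNA in the P2Y4 KO pool was not tested as a source of thermogenic or beige genes. Cpt1b, for example, serves muscle as well as brown fat mitochondria. The P2Y4 genotype itself stays among the open explanations, which these 2 pools cannot test. Beside the pools, the paper reports Ucp1, Cited1 and Prdm16 higher in P2Y4 KO PAT by qPCR, with and without MI (Fig. 1C). It also shows regions of UCP1 staining in PAT sections of ischemic P2Y4 KO mice (Fig. 1D).

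The mesothelial genes had a median log2 ratio of -1.345, and all 14 had a ratio below 1. A second list of mesothelial genes had a median log2 ratio of -1.05, with 8 of 8 measured genes below a ratio of 1 and 4 of them lower by the threshold (Dmkn 0.253, Cldn15 0.307, Anxa8 0.363, Ezr 0.440), which is consistent with less mesothelial RNA in the P2Y4 KO pool. Dilution by more adipocyte RNA is argued against, since it would lower fibroblast genes alike, and their median of -0.0761 lies above the highest mesothelial gene at -0.54. The argument rests on that median, because the 16 fibroblast genes were split. Of these, 9 had a ratio below 1 and 7 above 1, with log2 ratios from -1.24 to 0.87. Their summed CPM was 7558 in WT and 5440 in P2Y4 KO PAT. Whether less of the pericardial surface was taken with the fat or the genotype differs in its mesothelium stays open and untested.

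Skeletal muscle genes had a median log2 ratio of 1.00 (10 of 19 higher). Pericyte genes had a median of 1.19, with 5 of 8 higher (Rgs5, Abcc9, Cspg4, Notch3, Ndufa4l2) and none lower. Endothelial genes stood at 1.00, and genes of MHC class II presentation at 1.28. Mast cell genes stood at 1.21, with 5 of 8 higher (Cpa3, Mcpt4, Cma1, Tpsb2, Ms4a2) and Mcpt4 at a ratio of 3.00 (2.56 to 3.53). Cell proliferation genes had a median of 1.22, with 11 of 18 higher and none lower, among them Aurkb (3.40), Rrm2 (2.84) and Top2a (2.69), while Mki67, which encodes Ki-67, stood at 1.77, a value of whole tissue at 24 h that is not comparable with the paper's Ki-67 analysis of T cells after MI, where it states no significant difference.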

How the results depend on the processing

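Of the alternatives reported here, the recovered reads and the setting with at least 1 read in both libraries were added only after the data were seen. The direction of the 2 counts, with more genes higher (1617) than lower (812), held in all settings but the one without a CPM filter (2268 higher, 2352 lower), where 919 of the lower genes have 0 reads in P2Y4 KO PAT while genes with 0 reads in WT PAT are not listed in the table. The counts stayed within 1.5 times in 18 of 28 comparisons. Fewer genes passed with CPM above 0.5 in both libraries (1056 higher, 451 lower), with 0.5 CPM added to both libraries (1030 and 388), with the whole interval past the threshold (563 and 193) and with standard symbols only (525 lower), and 531 were lower when the ribosomal protein genes were set to a ratio of 1. With at least 1 read in both libraries and no CPM filter, 1433 were lower. The first 4 of these leave out genes or shrink ratios of genes with few reads by construction. Of 1764 comparisons over 294 named genes, 1644 stayed within the counting interval and no called gene changed sign. Of the 120 that moved, 108 did so on the scale of the ribosomal protein genes and 12 with 0.5 CPM added. Of 420 comparisons over 53 lists, 159 are under scalings that shift a list and its random lists alike and so could not move it, and of the other 261 comparisons 253 stayed on their side of the central 95% of random lists. Lists lost their place apart with CPM above 0.5 in both libraries (classical brown 0.12, atrial 0.47), without members of other lists (fat cell differentiation 0.10, thymus 0.95) and against unmatched random lists (B cell 0.26, immediate early 0.18, red blood cell -0.34), and acute-phase genes gained it without members of other lists (0.17). For these the cause was not tested. Median-of-ratios factors were equal for both libraries, so that setting moved nothing, and the ventricular list kept too few members with CPM above 0.5 in both libraries for a median. Depth limits genes with a few reads. No paired analysis was possible because each genotype has 1 library.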

Differences from the paper's values

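The paper's count of genes down-regulated in P2Y4 KO PAT is 1433, and 812 were lower here at the thresholds of its methods, with CPM above 0.5 in at least 1 library. All 12 alternatives set before the data were examined still differ by more than 1.5 times, from 193 with the whole interval past the threshold to 2352 with no CPM filter. With no CPM filter and at least 1 read in both libraries, a setting chosen after seeing the values, 1433 genes were lower, and none of the genes in the authors' deposited table is dropped. The paper's count of up-regulated genes is 2268, against 1617 here, which is within 1.5 times, and 2268 is reached with no CPM filter. Of the 3701 genes in the authors' deposited table, 1278 (34.5%) have a CPM of 0.5 or less in both libraries.

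The paper's approximately 25 M paired-end reads per sample stand beside 15.51 M reads in WT and 14.89 M reads in P2Y4 KO PAT, recovered from the values. The first is a number of reads mapped and the second a number of reads counted in genes, so that they are not the same measure, and no alternative set before the data were examined bears on it.

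The paper names Cited1 among the up-regulated genes. Here it had 1 read in WT and 5 reads in P2Y4 KO PAT, with a ratio of 3.50 in the same direction (0.583 to 246), and it is called only without the CPM filter. By qPCR on PAT at 24 h after LAD ligation, the paper found Il33 and Ccl24 higher in P2Y4 KO mice (Fig. 4C), and whether any of these mice are among the pooled ones is not given in the sources used here. In these pools Il33 had a ratio of 1.02 (0.978 to 1.06) and Ccl24 a ratio of 0.618 (0.589 to 0.647), or 1.21 and 0.733 relative to Rpl32, the reference gene of the qPCR. The interval of Il33 itself includes 1. Its value of 1.21 comes from the Rpl32 ratio of 0.843 and has no interval, so that it does not show a difference in Il33. Ccl24 was below 1 on both scales, against the paper's direction. The values for Ucp1 (168) and Prdm16 (2.41) go in the paper's direction. Cd274, which encodes PD-L1, had a ratio of 1.42 (1.30 to 1.56), under the threshold of 2. The paper measured PD-L1 as protein, by flow cytometry and immunostaining (Fig. 2), which is not the same measure as RNA of whole PAT. All 16 ratios of Table 1 equal the values here to 2 decimals.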

Other observations

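No hypothesis was tested for the gene groups that follow, which are given as values of these 2 libraries. The paper measured macrophage polarization, regulatory T cells and lymphoid clusters in PAT by flow cytometry and histology (Fig. 3, Fig. 4), the regulatory T cells without MI and at 3 and 7 days after MI and not at the 24 h of these pools. In these pools, Cd209f (4.58) and Mgl2 (2.21) were higher and Chil3 (0.349) lower among 18 genes of CD206-positive macrophages (median log2 ratio 0.30, percentile 99.9). Mrc1, which encodes CD206, had a ratio of 1.30 (1.25 to 1.35) and Mertk, which marks M2c macrophages, 0.820 (0.734 to 0.916). By flow cytometry the paper found a higher percentage of M2c macrophages in P2Y4 KO than in WT PAT, also at 24 h (Fig. 3). That percentage is of macrophages sorted by CD206 and MertK protein, which is not the same measure as RNA of whole PAT. Of 14 regulatory T cell genes none was higher and Il2ra, which encodes CD25, was lower at 0.442 (0.318 to 0.599), with Foxp3 at 0.897 (0.750 to 1.07) and a median log2 ratio of 0.23 (percentile 77.3). Among 13 chemokines and organizers of lymphoid tissue, 5 were higher (Ccl19, Tnfsf11, Cr2, Fcer2a, Ltb) and Lta and Il7 were lower (median log2 ratio 0.19, percentile 79.4), Ccl19 with 9 and 82 reads and a ratio of 9.25 (4.76 to 21.5). Of 13 genes of NK cells, cytotoxic cells and innate lymphoid cells, Nkg7, Eomes, Klrk1, Prf1 and Tbx21 were higher and Gzma lower (median log2 ratio 0.87, percentile 99.7). In the PD-1 and adiponectin pathways, 2 of 12 genes were higher, Adipoq and Cdh13, a receptor of adiponectin, at 2.63 (1.66 to 4.26), with a median log2 ratio of 0.34 (percentile 96.4). The receptor Adipor2 stood at 1.83 (1.75 to 1.91), Adipor1 at 0.983 and Pdcd1, which encodes PD-1, at 0.881 (0.507 to 1.51). Immunoglobulin variable segments, of which 167 were measured, included 90 higher and 13 lower, with a median log2 ratio of 1.12.

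The lists of clock and glucocorticoid-induced genes had medians below 0, and most of their genes did not pass the threshold. Per1 (0.360) and Per2 (0.419), which repress the clock, were lower and their activator Npas2 (4.33) was higher among 18 clock genes (median log2 ratio -0.41, percentile 0). The glucocorticoid targets Tsc22d3 (0.415), Klf9 (0.428) and Fkbp5 were lower with Per1, and Pdk4 was higher, among 12 such genes (median log2 ratio -0.40, percentile 0.02). None of 16 immediate early and heat shock genes passed the threshold (0.18, percentile 98.7, or 90.9 among unmatched random lists), and of 19 hypoxia genes Epas1 (2.33) was higher (0.12, percentile 96.2). Of 25 genes of the extracellular matrix, Mmp2 and Cthrc1 were higher and Col6a1, Col6a2, Col12a1 and Thbs1 lower, with a median of -0.10 that turns to 0.09 on the scale of the ribosomal protein genes. Of 21 measured nucleotide and adenosine receptors and ectonucleotidases, the adenosine receptor Adora1 (5.44, 4.36 to 6.84) and the ion channel P2rx5 (3.33, 2.08 to 5.61), known from brown adipocytes, were higher and none was lower (median log2 ratio 0.39, percentile 99.8). P2ry2, the other UTP receptor of the family, had a ratio of 0.714 (0.620 to 0.823), and P2ry6 1.44 (1.31 to 1.59).

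Other lists served to describe what each pool held. The paper used male and female mice at random. Ddx3y, on the Y chromosome, had 1172 reads in WT and 994 in P2Y4 KO PAT, and Xist, which is expressed from the inactive X chromosome, 7 and 2 reads. With so few Xist reads, neither pool showed more than little RNA of female mice. None of the 4 measured sex-specific genes, Ddx3y, Uty, Kdm5d and Eif2s3y, passed the threshold (median log2 ratio -0.16, or 0.04 on the scale of the ribosomal protein genes). Of 7 red blood cell genes, Slc4a1 was lower (-0.34, percentile 1.75, or 2.58 among unmatched random lists), and the 6 Schwann cell and neuronal genes had a median of -0.37 (percentile 3.90). None of 4 lung epithelial genes passed the threshold (-0.10, or 0.10 on that scale). Of 5 thymus genes Cd1d1 was higher (0.83, percentile 98.3, or 0.95 and percentile 95.7 over the members that no other list holds), of 5 lymphatic endothelial genes Prox1 (0.55, percentile 92.5), and of 9 smooth muscle genes Casq2, Pcp4l1 and Mylk (0.31, percentile 92.8). Casq2 is also on the list of cardiomyocyte genes, so that it does not speak for smooth muscle alone. The 2 measured ventricular genes went apart, Myl3 at 4.50 (1.24 to 24.7) and Nppb at 0.113 (0.0264 to 0.281). Among 19 other genes that the paper names, Lep, Plin1, Cd8a and Cd4 were higher and Il2ra lower, with a median log2 ratio of -0.01 that turns to 0.19 on that scale. Rpl32, the reference gene of the paper's qPCR, had a ratio of 0.843 (0.818 to 0.869).

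Among 857 Reactome pathways, the 5 with the highest median log2 ratio were striated muscle contraction (1.61), biotin transport and metabolism (1.16), translocation of ZAP-70 to the immunological synapse (1.15), mitochondrial fatty acid beta-oxidation (1.03) and G1/S-specific transcription (0.99). The 5 with the lowest were WNT ligand biogenesis and trafficking (-0.51), transport of insulin-like growth factors by their binding proteins (-0.44), tight junction interactions (-0.40), the FGFR4 cascade through SHC (-0.34) and elastic fibre formation (-0.34). Of 16 measured genes of the WNT pathway 4 were lower and none was higher.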
